A study of Mus musculus with 360 samples. Its data were reported in "Skeletal stem and progenitor cells maintain cranial suture patency and prevent craniosynostosis" (2021).

How the data were processed

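Gene expression was measured by full-length single-cell RNA-seq, in the SMART-seq2 manner with Nextera XT libraries and paired-end reads, in 360 sorted mouse cells. The cells carried the surface phenotype that the study uses for skeletal stem and progenitor cells, with CD51 and CD200 present and blood, endothelial and other lineage proteins absent. They came from CD-1 mice at postnatal day 3. The tissues were 3 sutures, which are the fibrous joints between the bones of the skull vault, namely the coronal (COR), the sagittal (SAG) and the posterior frontal suture (PF), and the growth plate of the tibia (GP), the cartilage layer from which a long bone lengthens. Each cell had its own record, and the records placed 101 cells in PF, 94 in SAG, 80 in COR and 85 in GP.

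The values used were raw read counts per gene and cell, as deposited by the authors in 8 tables, 1 for each of 2 plates of every group. Each table listed the same 24015 gene symbols, with 0 blank names, 0 duplicated names, 0 spike-in controls and 0 mitochondrial genes. The authors state the mouse genome build mm9 for all their RNA-seq and name STAR as the aligner of the single-cell reads. The labels and the paper name different sequencing instruments and ways of preparing the RNA, and the protocol of the paper is the one given above. The counting program, the gene annotation and the use of strand were not stated. The study states that no data were excluded from its analyses, and whether wells were dropped before deposit is not known. The protocol has no molecular identifiers, so a count is a count of reads after PCR and not of molecules. Near-identical gene copies, such as Hspa1a and Hspa1b, Bglap and Bglap2 or the globin genes, may have shared or lost reads in the authors' counting, and their values are uncertain for that reason. The same holds for genes that overlap on either strand. No value was taken from other columns, and 0 columns were left without a cell.

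Groups were taken from the title and source name of each record. For 1 cell the title and source name said SAG and the description named a PF plate. It was counted as SAG, and left out in an alternative. No animal, litter or culture was named for any cell. Cells of a group are not independent replicates, so each group counted as 1 sample, and no test, p-value or standard error was computed between groups. The 2 plates of a group gave the only spread within it. Wells of the same name recurred between groups on plates of the same number, with 49 such wells shared by PF and SAG on plate 2, so every group had plates of its own. Plate and group therefore cannot be separated, and plate numbers do not pair groups. A difference between 2 groups was called larger than the difference between plates only where all 4 comparisons of a plate of one with a plate of the other had the same sign. Random orders of 2 plates against 2 give this for 33.3% of genes, and 31.3% of 7433 genes met it in simulated PF and COR counts in which no gene had been changed.

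Cells were kept with at least 500 genes with a read and at least 10000 reads. This left 325 cells and removed 35. Median reads per remaining cell ran from 487767 in PF to 1221303 in SAG. A stricter filter of 1500 genes and 50000 reads, tried as an alternative, left 237 cells and 0 cells of SAG plate 2. No doublet caller was run, because the cells had been sorted singly into wells. A cell with reads of both Xist and a Y chromosome gene was taken as the sign of a mixed well. No 2 of the 325 cells had identical counts, and the highest correlation of log2(CPM+1) between 2 cells was 0.629.

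Reads were summed over the cells of a group or plate and divided by the total reads of that group or plate, and the quotient is given in CPM. The ribosomal RNA gene Rn45s counts in this total, and a second value with Rn45s left out is given beside each ratio that involves SAG. Ratios are log2((CPM+1)/(CPM+1)), which understates the change of weakly expressed genes. Summed reads carry exact Poisson intervals and shares of cells carry exact binomial (Clopper-Pearson) intervals, both at 95%. These intervals cover counting error only, since reads are not molecules and cells are not animals. For a count of 0, the upper limit given is that of 3 counts over the group. For a share of cells, it limits the share with a read and not the share expressing the gene. A fold called at least takes the limit of 3 counts for the lower group. It is a limit by reads and not by cells. Reads of a gene can come from few cells, so a further cell with reads could lower the fold far. Genes per cell and shares of cells were also computed after thinning each cell to 100000 reads, the largest of the depths considered that at least 80% of the cells of every group reached, and separately to 100000 reads other than Rn45s. Correlations between groups are Pearson correlations of log2(CPM+1) across the genes with at least 10 CPM in at least 1 group, and genes are not independent replicates. Clustering used Seurat 5.3.0 in R 4.3.3 with the parameters the study states where it states them. Counts were scaled to 10000 per cell, the natural log was taken with a pseudocount of 1, and 2000 variable genes and 15 principal components were used. Louvain clusters were drawn at a resolution of 1, and of 0.8 for SAG alone. The neighbour share of a suture is the mean share of the 20 nearest neighbours of its cells that came from the same suture.

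Named genes were chosen by a rule. Among genes with a read in at least 25% of the cells of the higher group, genes with all 4 plate ratios of one sign were ranked by the smallest of the 4 in size. The 5 highest and 5 lowest are named for each of the 3 pairs of sutures, and the 3 highest and 3 lowest for each of the 3 pairs with GP. Genes of the sex list were left out, and genes of the fixed lists may be named too. Coordinates are those of the gencode vM1 annotation on NCBIM37, which is build mm9, and are counted from 1.

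The 25 gene lists were 4 skeletal lists (chondrocyte, osteoblast, fibroblast, tenocyte), 8 further cell type lists (hypertrophic chondrocyte, pericyte or smooth muscle, endothelial, haematopoietic, erythroid, osteoclast, neural or glial, skeletal muscle), the genes of the sorted surface proteins (present, absent), hindlimb and cranial position genes, Wnt ligands, Wnt response genes, Wnt inhibitors, stress genes, 7 craniosynostosis genes, Ptpn11, Y chromosome genes, Xist and choroid plexus genes. Symbols of the tables were used, so that Cnmd appears as Lect1 and Snorc as 3110079O15Rik. The craniosynostosis genes were those the study picked from its own bulk RNA-seq, which is a separate set of libraries. One of them is written Efnb in its text. It was taken as Efnb1, but the primers the study lists for these genes are for Efnb2, and the list was recomputed with Efnb2 in its place. Their median ratio was placed among those of 10000 random lists of the same size, each gene replaced by one of the 100 genes nearest in mean expression. The design, the lists other than the choroid plexus list, the naming rule and most alternatives were fixed before the data were examined. The choroid plexus list was written after Ttr had been seen in some wells.

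Alternatives were the mean of each cell's CPM, cells of 1 plate only, no cell filter and the stricter filter, TMM factors from edgeR 4.0.16, a pseudocount of 5 CPM, no gene or detection filter, at least 5 reads for detection, thinning, other numbers of components and variable genes, other resolutions and seeds, GP cells added, and clustering without the skeletal lists or without ribosomal protein and stress genes. Leaving out Rn45s, leaving out SAG plate 2, thinning of reads other than Rn45s in 6 draws, neighbours within plate 1 or within PF and COR, and Efnb2 in place of Efnb1, with Rn45s counted or left out, were added after seeing the data.

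The ranking and clustering steps were tested on simulated data. In counts drawn from the PF and COR means, with 200 of 24015 genes changed by 3 on the log2 scale, 100% of the changed genes had the right sign, 96.5% had all 4 plate ratios of the right sign and 9 of the top 10 genes were changed ones. Where no gene was changed, the smallest plate ratio of a gene reached 2.90 and -2.29, so that smaller named ratios for PF with COR lie within what unchanged genes gave. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and the R package Matrix 1.6.5.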

Results

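The study asked how skeletal stem and progenitor cells differ between the PF suture, which fuses in early life, and the SAG and COR sutures, which stay open, with cells of the tibial growth plate as a reference. The data are read counts per gene in 360 single cells at postnatal day 3. Of these, 325 passed the filter, 87 from PF (34 on plate 1 and 53 on plate 2), 86 from SAG (30 and 56), 74 from COR (16 and 58) and 78 from GP (20 and 58). No animals were named, so each group is 1 sample and no difference between groups has a replicate check or a p-value. Reads per cell had a median of 487767 in PF (range 28983 to 1109813), 1221303 in SAG (26824 to 1907976), 632292 in COR (82680 to 1081375) and 524477 in GP (12375 to 1168856). Before the filter the shallowest cells held 17 reads in PF, 17583 in SAG, 31 in COR and 238 in GP. Summed over passing cells, there were 41401412 reads in PF, 87184058 in SAG, 43515543 in COR and 40987463 in GP.

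The extra reads of SAG came from 1 gene. Rn45s, the ribosomal RNA precursor, took 26.8% of the summed reads in PF, 26.4% in COR, 30.5% in GP and 80.3% in SAG. The SAG plates differed, with 24.5% on plate 1 and 86.8% on plate 2, and the other plates lay between 20.2% and 30.96%. Reads other than Rn45s had a median per cell of 312083 in PF, 184673 in SAG, 448803 in COR and 369308 in GP, and of 188426 and 184232 on SAG plates 1 and 2. Because of Rn45s, the CPM of most other genes is lower in SAG. Over 9306 genes the median log2 ratio was 2.08 for PF to SAG, -2.08 for SAG to COR and -1.95 for SAG to GP. With TMM factors these medians were 0.16, -0.20 and -0.20, with Rn45s left out 0.42, -0.44 and -0.37, and with SAG plate 2 left out 0.02, -0.02 and 0.14. The medians of PF and COR to GP were 0.17 and 0.15, and 0.01 for both with TMM factors, and that of PF to COR was 0.01. Each SAG ratio is therefore to be read against these medians.

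The number of genes with a read per cell had a median of 2512 in PF, 972 in SAG, 3365 in COR and 2967 in GP. Thinned to 100000 reads per cell, which left out 11, 3, 1 and 5 cells, the medians were 2413, 804, 3101 and 2794. This thinning left a median of 14677 reads other than Rn45s in SAG, 75506.5 in PF, 75424 in COR and 73748 in GP, so it did not make depth equal for SAG. SAG plate 1 had 2795 genes and SAG plate 2 had 707 after it, so the low median of SAG came from plate 2, and without that plate it was 2795. Thinned to 100000 reads other than Rn45s, which left out 17, 6, 3 and 11 cells, the medians were 2511.5 in PF, 923.5 in SAG, 3212 in COR and 2888 in GP. On SAG plates 1 and 2 they were then 2869 and 834.

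**Figure D1:**
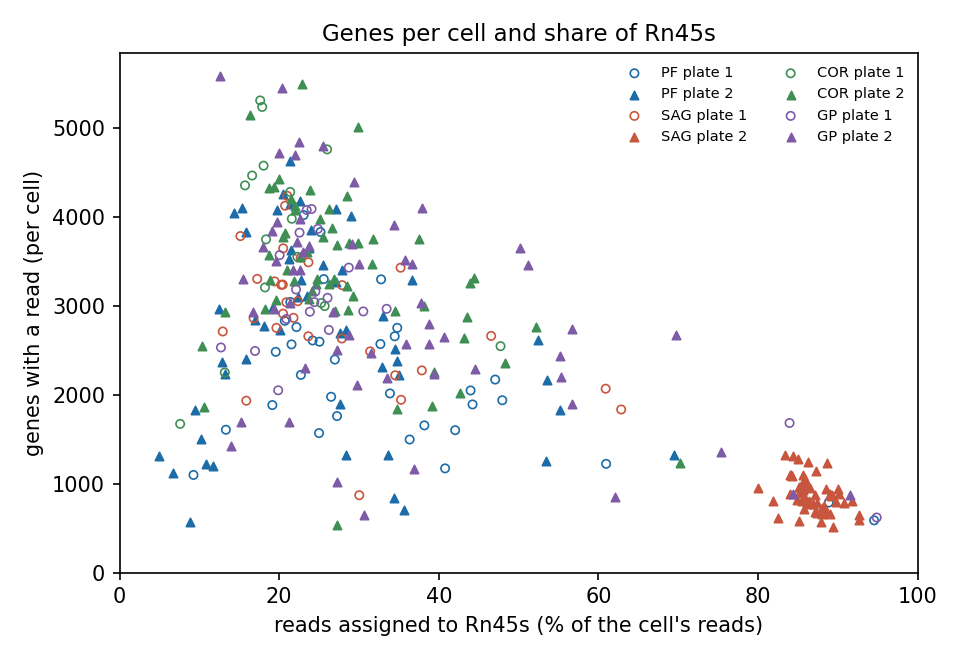
Each point is 1 of the 325 cells, with the percent of its reads assigned to Rn45s on the horizontal axis and the number of genes with a read on the vertical axis, colored by group and shaped by plate. Cells of SAG plate 2 hold between 513 and 1325 genes and between 79.97% and 92.7% of reads from Rn45s, while the median of SAG plate 1 is 2891.5 genes.

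The genes of the surface proteins used in the sort were compared first. Itgav, which encodes CD51, had a read in 36.8% of PF cells (95% interval 26.7 to 47.8), 18.6% of SAG cells (11.02 to 28.4), 60.8% of COR cells (48.8 to 71.96) and 44.9% of GP cells (33.6 to 56.6). Cd200 had a read in 44.8% (34.1 to 55.9), 33.7% (23.9 to 44.7), 55.4% (43.4 to 66.98) and 48.7% (37.2 to 60.3). Thinned to 100000 reads, Itgav was read in 35.5%, 16.9%, 56.2% and 38.4% of cells and Cd200 in 48.7%, 31.3%, 53.4% and 46.6%, in the same order. The SAG plates stood apart here too, with Itgav in 43.3% and 5.36% and Cd200 in 66.7% and 16.1% of cells on plates 1 and 2. Summed over both genes, expression was 197 CPM in PF (192 to 201), 44.01 in SAG (42.6 to 45.4), 170 in COR (166 to 174) and 139 in GP (135 to 142). No pair of groups had 4 plate ratios of one sign for this sum, and SAG to GP changed from -1.63 to 0.16 with Rn45s left out. SAG to COR was -1.92, -0.05 with Rn45s left out and 0.18 with TMM factors. Among the 5 genes of proteins selected against, Tek had no read in any group. This allows shares of cells with a read of up to 3.45% in PF, 3.49% in SAG, 4.05% in COR and 3.85% in GP. It sets no limit on cells that express the gene unread. Ptprc was read in 3.45%, 0%, 1.35% and 1.28% of cells, Thy1 in 1.15%, 0%, 1.35% and 0%, Enpep in 6.90%, 6.98%, 6.76% and 3.85%, and Eng in 4.60%, 4.65%, 5.41% and 0%, with the same upper limits where the count was 0. The sum of the 5 was 12.4 CPM in PF, 10.9 in SAG, 20.3 in COR and 3.98 in GP. The order of PF and SAG, and of SAG and COR, flipped with Rn45s left out, where SAG had 55.1, PF 16.9 and COR 27.6 CPM.

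Genes of body position were read to check the tissue labels. Any of the 16 hindlimb genes was read in 59 of 78 GP cells, 75.6% (64.6 to 84.7). In PF it was 1 of 87 cells, 1.15% (0.0291 to 6.24), from 7 reads of Tbx4 in that cell. In SAG and COR no cell had one, which allows up to 3.49% and 4.05%. The 9 cranial genes were read in 52.9% of PF cells (41.9 to 63.7), 68.6% of SAG cells (57.7 to 78.2), 52.7% of COR cells (40.7 to 64.4) and 7.69% of GP cells (2.88 to 15.99). The alternative that moved these shares most was the stricter filter, with 78.6% for the cranial genes in SAG, and thinned to 100000 reads the shares were 69.9% for hindlimb genes in GP and 53.9%, 63.9%, 45.2% and 6.85% for cranial genes. In CPM, the hindlimb list summed to 166 in GP (162 to 170) and 0.169 in PF (0.0680 to 0.348), and the cranial list to 90.4 in PF, 122 in SAG (618 with Rn45s left out), 67.9987 in COR and 4.34 in GP. All 4 plate ratios had one sign for each suture against GP on both lists. The log2 ratios were -7.15, -7.38 and -7.38 for hindlimb and 4.10, 4.52 and 3.69 for cranial genes in PF, SAG and COR, and SAG had -7.90 and 6.41 with Rn45s left out. Cranial genes were also higher in SAG than in PF (PF to SAG -0.43, and -2.31 with Rn45s left out) and COR (SAG to COR 0.83, and 2.73), on all 4 plate comparisons.

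**Figure D2:**
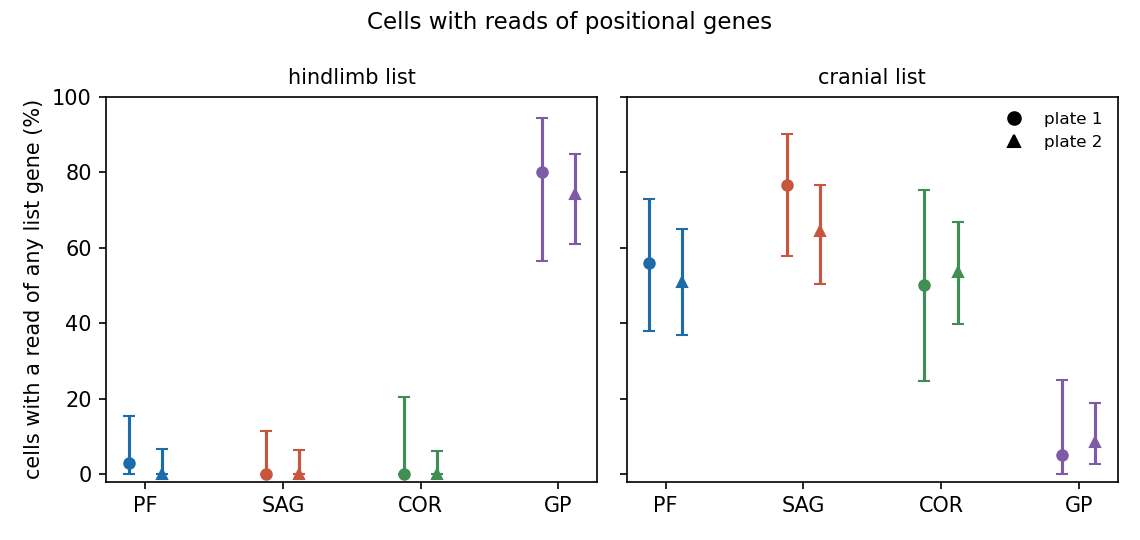
Percent of cells with a read of any hindlimb gene (left) or any cranial gene (right) on each plate of PF, SAG, COR and GP, with exact binomial 95% intervals as bars. The hindlimb list separates GP, at 75.6% over both plates, from the sutures, of which PF is highest at 1.15%.

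Profiles of summed reads were correlated across 9306 genes. PF with COR gave 0.811, COR with GP 0.810 and PF with GP 0.759. SAG gave 0.575 with PF, 0.582 with COR and 0.573 with GP. The plates of one group gave 0.751 in PF, 0.809 in COR, 0.764 in GP and 0.316 in SAG. Plate for plate, SAG plate 1 gave 0.674 and 0.690 with the plates of PF, 0.695 and 0.723 with those of COR and 0.630 and 0.707 with those of GP, while SAG plate 2 gave between 0.215 and 0.266 with these 6 plates. The plates of GP gave 0.648 to 0.720 with those of PF and 0.660 to 0.790 with those of COR. The alternative that moved the correlations most was plate 2 cells only, with 0.261 for PF with SAG and 0.272 for SAG with COR. With SAG plate 2 left out, SAG gave 0.674 with PF, 0.697 with COR and 0.683 with GP, while PF with COR gave 0.822, PF with GP 0.771 and COR with GP 0.819, where SAG is 1 plate and the other groups are 2. Among plate 1 cells only, PF with SAG (0.627) and SAG with COR (0.642) were above PF with GP (0.609) and COR with GP (0.619), and PF with COR was at 0.717.

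The study clustered cells of the sutures together. Here the 247 suture cells that passed the filter were used. Of the 20 nearest neighbours of a cell, the share from its own suture was 60% in PF, 87.8% in SAG and 59.4% in COR, where cell numbers alone would give 34.96%, 34.6% and 29.7%. SAG plate 1 cells had 71.8% and SAG plate 2 cells 96.3%. The SAG share moved most with plate 1 cells only, to 43.8% (36.7% by cell numbers), where PF had 60.7% (41.8%) and COR 40.6% (18.99%). It was 83.6% with Rn45s left out and 89.2% with all reads thinned. With SAG plate 2 left out it was 74.2% (15.3% by cell numbers), where PF had 60.4% (45.3%) and COR 58.5% (38.4%). With reads other than Rn45s thinned it was 65.6% (35.9%), where COR had 62.9% (31.8%) and PF 52.7% (31.4%). Within SAG, 98.3% of the SAG neighbours of a cell came from its own plate, where cell numbers would give 54.04%. In PF this was 56.03% (51.8% by cell numbers) and in COR 62.6% (65.6%). PF and COR cells taken alone had shares of 63.05% and 61.01%, against 53.8% and 45.6% by cell numbers. In simulated PF and COR cells with no gene changed, these shares were 62.6% and 37.9%. With GP cells added the shares were 54.7% in PF, 86.7% in SAG, 48.2% in COR and 60.6% in GP, against 26.5%, 26.2%, 22.5% and 23.8% by cell numbers.

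**Figure D3:**
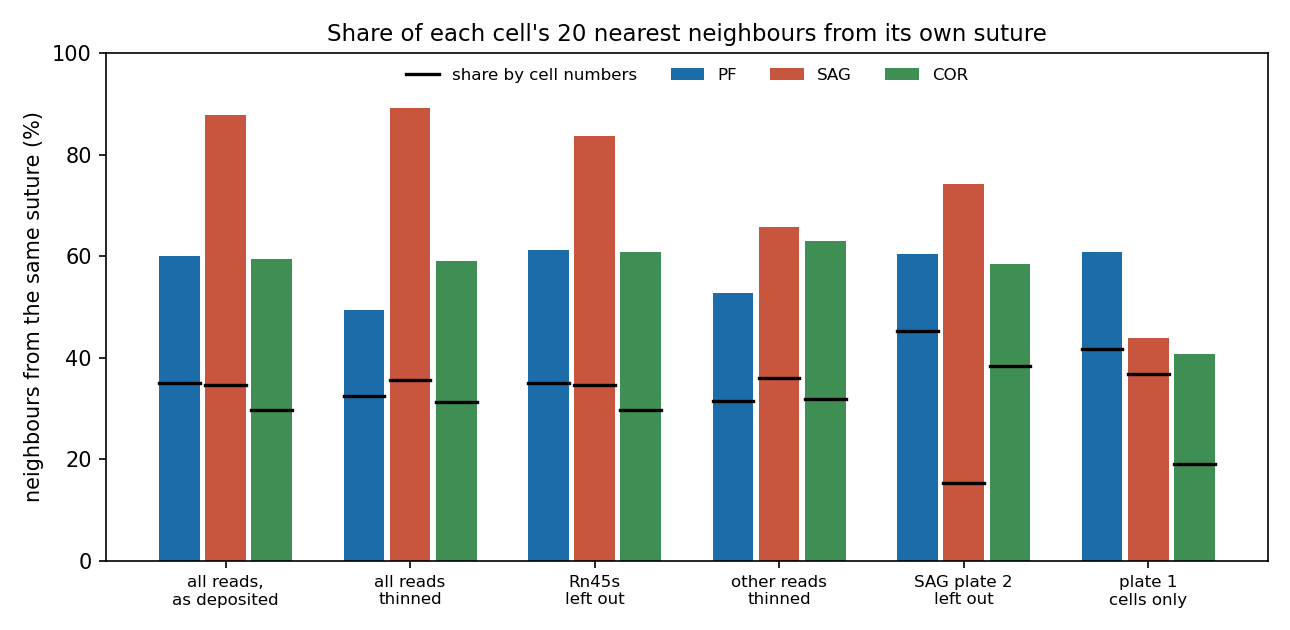
Mean percent of the 20 nearest neighbours that come from the cell's own suture, for PF, SAG and COR as bars, under 6 ways of preparing the counts, with a black line at the share given by cell numbers. With all reads SAG lies farther above its line (87.8% against 34.6%) than PF and COR do, and it falls to 65.6% (line at 35.9%) with reads other than Rn45s thinned and to 43.8% (36.7%) with plate 1 cells only, where PF and COR lie farther above their lines.

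Clustering gave 5 clusters, and 5 with each of the other seeds tried. Cluster 0 held 61 cells (46 PF and 15 COR), cluster 1 held 56 (13 PF, 3 SAG and 40 COR), cluster 2 held 55 SAG cells, cluster 3 held 52 (27 PF, 6 SAG and 19 COR) and cluster 4 held 23 (1 PF and 22 SAG). The clusters of SAG followed its plates, since 54 of the 55 cells of cluster 2 were from plate 2 and all 22 SAG cells of cluster 4 from plate 1. With reads other than Rn45s thinned there were 4 clusters, of which 1 held 61 SAG cells and no others, 19 from plate 1 and 42 from plate 2. Each tissue alone gave 3 clusters in PF, 2 in SAG, 3 in COR and 3 in GP. Both clusters of SAG took at least 90% of their cells from 1 plate, as did 1 cluster of COR. At a resolution of 0.5 the numbers were 2, 1, 1 and 1. As plates and cell states cannot be separated in SAG, clusters are given by number, without names.

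Lists of skeletal genes were compared because the study describes bone-forming and cartilage-forming programs among these cells. The chondrocyte list summed to 1015 CPM in PF (1005 to 1025), 4999.9 in SAG (4985 to 5015), 623 in COR (615 to 630) and 5050.1 in GP (5028 to 5072). SAG was above PF and COR on all 4 plate comparisons, with log2 ratios of -2.30 for PF to SAG (plates -4.93 to -1.57) and 3.00 for SAG to COR (2.14 to 4.99). The ratio moved most between plates and scalings, to -4.93 for PF to SAG among plate 1 cells only and 5.14 for SAG to COR with TMM factors. With Rn45s left out SAG had 25326 CPM, and the ratios were -4.19 and 4.90. The SAG plates were then alike in the sum, at 25746 and 25046 CPM, but not in its makeup, with Col9a3 at 3573 and 13.6 CPM and Sox9 at 93.3 and 457 CPM on plates 1 and 2 with Rn45s counted. SAG to GP was -0.01, with plates of both signs, and 1.80 with Rn45s left out. In GP, 56.1% of the reads of the list came from 1 cell. PF to GP was -2.31 and COR to GP -3.02, each with 4 plate ratios of one sign. Col2a1 was read in 9.20% of PF, 65.1% of SAG, 4.05% of COR and 26.9% of GP cells.

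The osteoblast list summed to 128342 CPM in PF (128232 to 128451), 10006 in SAG (9985 to 10027), 120241 in COR (120138 to 120344) and 99605 in GP (99509 to 99702). The log2 ratios were 3.68 for PF to SAG (plates 0.87 to 5.54) and -3.59 for SAG to COR (-5.51 to -0.86). With Rn45s left out they were 1.79 and -1.69, with SAG at 83824 and 28652 CPM on plates 1 and 2, and 1 cell gave 37.2% of the SAG reads of the list. PF and COR differed by 0.09, within the difference between plates, and PF and COR were above GP by 0.37 and 0.27 with plates of one sign. The fibroblast list had 17237 CPM in PF (17197 to 17277), 1100.0 in SAG (1093 to 1107), 23425 in COR (23380 to 23471) and 23642 in GP (23595 to 23689). Its ratios were 3.97 for PF to SAG and -4.41 for SAG to COR, or 2.08 and -2.51 with Rn45s left out, each with plates of one sign. PF to COR was -0.44, with plates of one sign from -0.49 to -0.03, and of both signs with Rn45s left out. The tenocyte list had 2315 CPM in PF (2301 to 2330), 585 in SAG (580.1 to 590.2), 1029 in COR (1019 to 1038) and 5827 in GP (5804 to 5851). Fmod alone gave 87.7% of the reads of this list in PF, 96.9% in SAG, 91% in COR and 66.8% in GP. The ratios of the list are therefore mostly those of Fmod. PF was above COR by 1.17 (1.10 to 1.31). PF to SAG was 1.98 with plates of both signs, 0.09 with Rn45s left out and -0.17 with TMM factors, and SAG to COR flipped from -0.81 to 1.08 with Rn45s left out. GP was above the sutures on this list in all plate comparisons, by -1.33 for PF to GP, -3.31 for SAG to GP (-1.50 with Rn45s left out) and -2.50 for COR to GP.

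**Figure D4:**
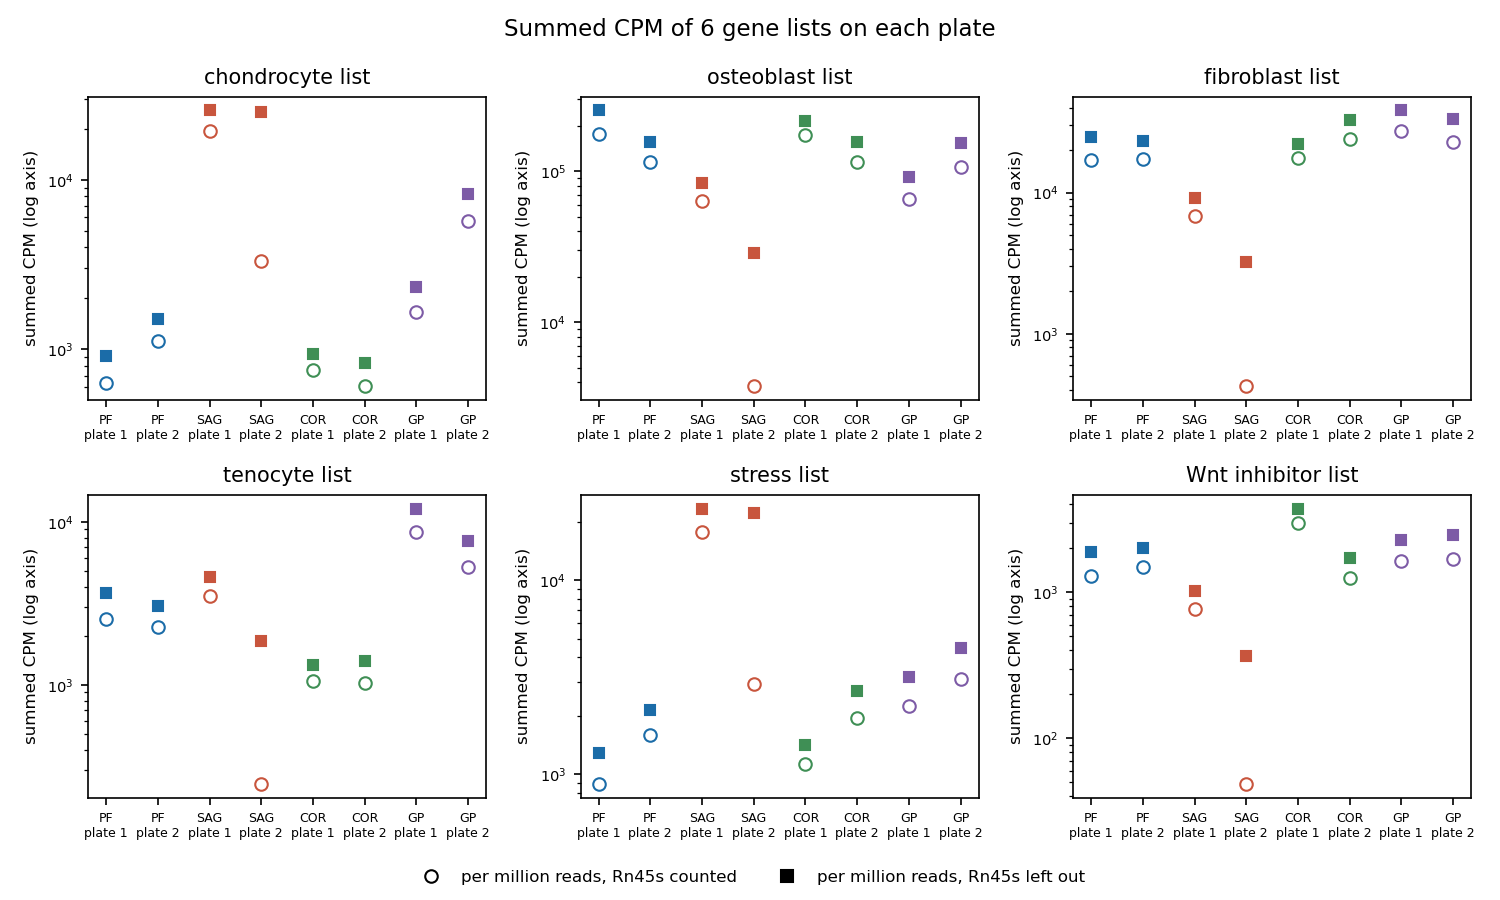
Summed CPM of 6 gene lists on each of the 8 plates, on log axes, with Rn45s counted (open circles) and left out (filled squares). The chondrocyte and stress lists of both SAG plates lie above every PF and COR plate in either scaling, and tenocyte genes of SAG lie above COR on both plates only with Rn45s left out.

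The other cell type lists were read to see which cells entered the sort. Hypertrophic chondrocyte genes had 2836 CPM in PF, 799 in SAG, 2883 in COR and 6281 in GP, with no pair of groups beyond the difference between plates, and with Rn45s left out SAG had 4046 CPM and the order of SAG against PF (3875) and COR (3915) flipped. Pericyte or smooth muscle genes had 890 CPM in PF, 96.7 in SAG (490.0 with Rn45s left out), 510.2 in COR and 1491 in GP, where 1 cell gave 62.7% of these reads in GP and 1 cell 40.8% in PF. Endothelial genes had 32.99, 5.09 (25.8), 53.8 and 3.03 CPM, in the same order of groups and with the SAG value without Rn45s in parentheses. Of these reads, 1 cell gave 12.1%, 59.9%, 13.7% and 39.5%. Ramp2 gave 90.04% of the endothelial reads in PF, 76.3% in COR and 60.5% in GP, and Kdr gave 63.7% in SAG. Haematopoietic genes had 13.9, 0.642 (3.25), 3.61 and 17.5 CPM, written in the same way. Here 1 cell gave 38.9%, 57.1%, 77.7% and 52.6% of the reads. Of the erythroid list only Alas2 had reads, at 2.05 CPM in PF, 1.56 in SAG, 1.26 in COR and 0.390 in GP. Of these reads, 1 cell gave 74.1% in PF, 100% in SAG, 63.6% in COR and 62.5% in GP. PF to SAG flipped from 0.25 to -1.23 with Rn45s left out. Osteoclast genes had 621 CPM in PF, 848 in SAG (4298 with Rn45s left out), 415 in COR and 666 in GP. Of their reads, 94.5% in SAG were of Mmp9, while Ctsk gave 88.1% in PF, 84.4% in COR and 73.3% in GP. Neural or glial genes had 80.3 CPM in PF, 0.768 in SAG (3.89 with Rn45s left out), 123 in COR and 247 in GP. Of these reads, 1 cell gave 94.1% in PF, 88.1% in SAG, 68.4% in COR and 34.2% in GP. Skeletal muscle genes had 0.0966 CPM in PF, 0.275 in SAG, 0.896 in COR and 4.44 in GP, and SAG to COR flipped from -0.57 to 0.11 with Rn45s left out.

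Wnt genes were compared because the study manipulates canonical Wnt signaling. From a gene set analysis of this pathway, the study states that its cells make no Wnt ligands. The ligand list here was not limited to the canonical pathway, and reads of RNA do not show that protein is made. Wnt5a gave 29.7% of the ligand reads in PF, 66.3% in SAG and 41.4% in GP, and Wnt5b 35.9% in COR. Dkk3 gave 64.04% of the inhibitor reads in SAG. The 19 ligand genes summed to 70.9 CPM in PF (68.4 to 73.5), 17.96 in SAG (17.1 to 18.9), 64.2 in COR (61.8 to 66.6) and 101.006 in GP (97.95 to 104), and any of them was read in 35.6%, 19.8%, 52.7% and 65.4% of cells. PF to SAG was 1.92, with plates of one sign, and moved most with TMM factors, to -0.17. With Rn45s left out it was 0.09. SAG to COR was -1.78 and flipped to 0.06 with Rn45s left out and to 0.29 with TMM factors. With SAG plate 2 left out it was -2.20. The stricter filter, which left 0 cells of that plate, gave 2.21 for PF to SAG and -2.18 for SAG to COR. Ligand genes of SAG plate 1 were thus lower than those of PF and COR. For SAG with both plates, no direction against the other sutures is given. GP was above PF (PF to GP -0.50) and COR (-0.65) on all plate comparisons. The 9 response genes had 120.0 CPM in PF, 34.8 in SAG, 110.1 in COR and 111 in GP. PF to SAG was 1.76 with plates of both signs and flipped to -0.10 with Rn45s left out, and SAG to COR flipped from -1.63 to 0.24. The 9 inhibitor genes had 1446 CPM in PF (1434 to 1458), 124 in SAG (121 to 126; 626 with Rn45s left out), 1417 in COR (1406 to 1428) and 1680.2 in GP (1668 to 1693). PF to SAG was 3.54 and SAG to COR -3.51, or 1.66 and -1.62 with Rn45s left out, each with plates of one sign. PF and COR differed by 0.14, 0.12 and 0.03 on the ligand, response and inhibitor lists, within the difference between plates.

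Stress genes, which tissue dissociation can induce, summed to 1447 CPM in PF (1435 to 1459), 4454 in SAG (4440.0 to 4468), 1872 in COR (1859 to 1885) and 2948 in GP (2932 to 2965). Log2 ratios were -1.62 for PF to SAG (plates -4.31 to -0.87) and 1.25 for SAG to COR (0.58 to 3.97), and they were -3.51 and 3.15 with Rn45s left out. The largest move was to 3.97 for SAG to COR among plate 1 cells only. PF to COR was -0.37 with plates of both signs, and PF to GP -1.03 and COR to GP -0.65 with plates of one sign. SAG to GP was 0.60 with plates of both signs, and 2.41 with plates of one sign once Rn45s was left out. Hspa1a and Hspa1b in this list are near-identical copies.

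Craniosynostosis genes that the study found lower in PF by bulk RNA-seq were compared next. The study also measured these genes by RT-PCR in sorted suture cells and reports that this bore out their expression. One of these genes is written Efnb in the text of the study, whose primers are for Efnb2. The fixed list holds Efnb1, and the list with Efnb2 in its place is given beside it. In the single cells the median log2 ratio over the 7 genes was 1.93 for PF to SAG, at the 49.9th percentile of random lists. For PF to COR it was 0.55, at the 96.01st percentile. On single plates the PF to COR median was less extreme. It was 0.15, at the 80.11th percentile, with plate 1 cells only and 0.40, at the 80.26th, with plate 2 cells only. With Efnb2 and cells of both plates the medians were 2.11, at the 59.6th percentile, and 0.33, at the 85.3rd percentile. The plate medians of PF to COR ran from 0.0365 to 0.40 with Efnb1, and from -0.46 to 0.36 with Efnb2, so the higher median in PF was not beyond the difference between plates with Efnb2. Of the 7 with Efnb1, 1 was lower in PF than in SAG (Efnb1, -0.58) and 2 were lower in PF than in COR (Dusp6, -2.81, and Huwe1, -0.02), none of these with 4 plate ratios of one sign. With Rn45s left out the PF to SAG median was 0.45, at the 62.8th percentile, and Huwe1, Efnb1 and Ahdc1 were lower in PF, at -1.57, -2.46 and -0.71, where Huwe1 and Ahdc1 had been higher at 0.30 and 0.96. With Efnb2, 0 genes were lower in PF than in SAG and 3 were lower in PF than in COR, and with Rn45s left out the PF to SAG median was 1.02, at the 85.3rd percentile, with 2 genes lower. Efnb2 itself was lower in PF than in COR on all 4 plate comparisons (-0.51, plates -3.48 to -0.18), and 2.11 for PF to SAG with plates of both signs (1.02 with Rn45s left out). With Efnb1, the PF to SAG median moved most with TMM factors, to 0.20, and with SAG plate 2 left out it was 1.35, at the 96.97th percentile. Jag1 was higher in PF than in COR on all plate comparisons (1.77, plates 1.01 to 5.08), and higher in PF than in SAG (4.13, and 2.56 with Rn45s left out). Ezh2 was 4.36 for PF to SAG (4.06 with Rn45s left out) and 0.71 for PF to COR. Dusp6 was 1.93 for PF to SAG (0.45), and Ahdc1 and Efnb1 were 1.33 and 0.55 for PF to COR. Cdc45 had no read in SAG, 6.98 CPM in PF and 5.35 CPM in COR, and its PF to COR ratio was 0.33 with plates of both signs. With the unread gene at the floor the list median is unchanged, since it lies above the median. Ptpn11, named by the study as higher in PF, had 17.5 CPM in PF (16.2 to 18.8), 10.1 in SAG (9.40 to 10.7), 19.03 in COR (17.8 to 20.4) and 20.96 in GP (19.6 to 22.4). Its PF to SAG ratio flipped from 0.74 to -1.06 with Rn45s left out, and PF to COR was -0.12 with plates of both signs.

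Single genes were named by the fixed rule, and all are protein-coding genes in the mm9 annotation. Between PF and SAG, the gene ranked first as higher in PF was Sfrp2 (chromosome 3, 83570243 to 83578238), with 308 CPM in PF (303 to 314) and 0.539 in SAG (0.396 to 0.717), a log2 ratio of 7.65 that was 6.82 with Rn45s left out. Next came Acta2 (chromosome 19, 34315580 to 34329826) at 8.37, Egfl6 (chromosome X, 162960939 to 163023652) at 7.40 and Myl9 (chromosome 2, 156601156 to 156607394) at 7.17, or 8.03, 6.52 and 5.69 with Rn45s left out. Acta2 in SAG was read in 1 cell. Prss12 (chromosome 3, 123149831 to 123209520) had no read in SAG and was at least 2919-fold higher in PF, against a floor of 3 reads over the group. With Rn45s left out this was 787-fold. The PF reads of Prss12 came from 23 cells, so this fold, like others called at least, is a limit by reads and not by cells. Higher in SAG was first Lect1 (chromosome 14, 80037497 to 80061977), with 1382 CPM in SAG (1374 to 1389) and 5.05 in PF (4.39 to 5.78), a ratio of -7.84, and -9.79 with Rn45s left out. Col2a1 (chromosome 15, 97806033 to 97835155) followed at -5.48 and Mmp9 (chromosome 2, 164766280 to 164781350) at -5.86, or -7.38 and -7.78. Clec3a (chromosome 8, 116941986 to 116949746) and Susd5 (chromosome 9, 113966472 to 114007851) had no read in PF and were at least 611-fold and 608-fold higher in SAG, or 2267-fold and 2254-fold with Rn45s left out. The choice of genes moved most without the detection filter, which kept 7 of these 10 genes, 1 of the 10 of PF and COR and 6 of the 10 of SAG and COR.

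Between PF and COR, Fbn2 (chromosome 18, 58168277 to 58369580) ranked first as higher in PF, with 122 CPM (119 to 125) against 4.85 (4.22 to 5.55) and a log2 ratio of 4.39. Col8a1 (chromosome 16, 57624371 to 57754850) was at 3.80, Epyc (chromosome 10, 97106702 to 97145088) at 3.03, Chrdl1 (chromosome X, 139720217 to 139828805) at 2.85 and Abi3bp (chromosome 16, 56477957 to 56690241) at 2.42. The smallest plate ratios of Epyc, Chrdl1 and Abi3bp were 2.56, 2.47 and 2.22, below the 2.90 that an unchanged gene reached in the simulation. The simulation held no difference between plates, so the larger ratios of other genes are not shown to exceed what unchanged genes give on real plates. Higher in COR was first Lrrc15 (chromosome 16, 30269388 to 30283342), with 227 CPM (222 to 231) against 8.36 (7.50 to 9.29) and a ratio of -4.61. Tnfaip6 (chromosome 2, 51893529 to 51912206) had 3 reads in PF, in 1 cell, and was 641-fold higher in COR (counting interval 219 to 3112). Pdzrn4 (chromosome 15, 92227346 to 92602250) was at -4.33, Lgals3 (chromosome 14, 47987426 to 48005835) at -4.00 and Tppp3 (chromosome 8, 107991393 to 107995322) at -4.84.

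Between SAG and COR, Col2a1 ranked first as higher in SAG, with 1598 CPM (1589 to 1606) against 1.52 (1.17 to 1.93) and a log2 ratio of 9.31, and 11.37 with Rn45s left out. Lect1 was at 8.36 and Sorbs2 (chromosome 8, 46593148 to 46913259) at 6.45, or 10.35 and 8.47. Clec3a and Susd5 had no read in COR and were at least 643-fold and 639-fold higher in SAG, or 2397-fold and 2383-fold with Rn45s left out. Higher in COR was first Acta2, with 318 CPM (313 to 323) against 0.218 (0.131 to 0.340) and a ratio of -8.03, and -7.69 with Rn45s left out. Cav1 (chromosome 6, 17256335 to 17291452) was at -6.81, Thap11 (chromosome 8, 108379003 to 108380850) at -5.08 and Farp2 (chromosome 1, 95408656 to 95518553) at -5.00, or -6.46, -4.65 and -4.27 with Rn45s left out. In SAG, Cav1 and Thap11 were each read in 1 cell. Eno3 (chromosome 11, 70470704 to 70476015) had no read in SAG and was at least 1014-fold higher in COR, or 272-fold with Rn45s left out.

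Against GP, Shisa3 (chromosome 5, 67999122 to 68014791) ranked first in PF, with 116 CPM (113 to 119) and no read in GP, at least 1583-fold higher. Cygb (chromosome 11, 116506909 to 116515627) and Car3 (chromosome 3, 14863538 to 14872351) were each at 4.43, and Cygb was read in 1 GP cell. Ostn (chromosome 16, 27307575 to 27351298) ranked first in GP against PF, with 494 CPM (487 to 501) against 0.990 (0.711 to 1.34) and a log2 ratio of -7.96. Comp (chromosome 8, 72897447 to 72905964) was at -8.26, and Bmp5 (chromosome 9, 75623171 to 75748117), with 1 read in PF, was 2488-fold higher in GP (counting interval 446 to 98305). Zic4 (chromosome 9, 91257251 to 91284186) ranked first in SAG, with 67.2 CPM (65.5 to 68.9) and no read in GP, at least 918-fold higher and 3230-fold with Rn45s left out. Ppp1r3b (chromosome 8, 36438795 to 36451178) was at 5.92 and Bmp3 (chromosome 5, 99283458 to 99309979) at 3.89, or 7.9993 and 5.78. Ostn had no read in SAG and was at least 14352-fold higher in GP (4079-fold with Rn45s left out). Spon2 (chromosome 5, 33556167 to 33560887) had none and was at least 7533-fold higher (2141-fold), and Egfl6 was at -7.26 (-6.46). The GP reads of Ostn and Spon2 came from 26 and 28 cells. Folds called at least in this paragraph are limits by reads and not by cells. Ankrd6 (chromosome 4, 32891010 to 33037816) ranked first in COR, with 40.5 CPM (38.7 to 42.5) against 3.00 (2.49 to 3.58) and a ratio of 3.38, and Kcnn4 (chromosome 7, 25155282 to 25170228) and Col13a1 (chromosome 10, 61300984 to 61441856) were each at 3.01. Comp, Hoxa10 (chromosome 6, 52181196 to 52190853) and Pitx1 (chromosome 13, 55926415 to 55937553) had no read in COR and were at least 16778-fold, 662-fold and 561-fold higher in GP.

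Sex genes were read to see how many kinds of animals stood behind a plate. Xist had a read in 27.6% of PF (18.5 to 38.2), 39.5% of SAG (29.2 to 50.7), 32.4% of COR (22.005 to 44.3) and 46.2% of GP cells (34.8 to 57.8). Any of 4 Y chromosome genes was read in 36.8% (26.7 to 47.8), 25.6% (16.8 to 36.1), 40.5% (29.3 to 52.6) and 23.1% (14.3 to 33.997). Every plate held cells of both kinds. On SAG plate 1, 20% of cells had a read of Xist and 53.3% of a Y gene, and on SAG plate 2 these were 50% and 10.7%. GP plates 1 and 2 had 35% and 50% for Xist and 50% and 13.8% for Y genes. Reads of both were found in 1 SAG cell and in no other cell, and with at least 5 reads required in 0 cells. In CPM, Xist had 53.9 in PF, 120 in SAG (606 with Rn45s left out), 56.5 in COR and 77.02 in GP, and the Y genes 111, 25.3 (128), 63.5 and 46.6, with plates of both signs for all pairs with SAG. With Rn45s left out the Y genes of SAG changed from below to above COR (86.3) and GP (67.1), and with TMM factors they were also above PF, by -0.02 for PF to SAG.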

Values the study reported

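The study reported 5 clusters among the suture cells, drawn with 15 principal components at a resolution of 1.0, after scaling the counts with a factor of 10,000. For the SAG cells alone it used a resolution of 0.8. For each tissue alone the study reported 2 clusters in PF, 2 in SAG, 3 in COR and 3 in GP. The numbers found here were 3, 2, 3 and 3, so PF differed. They are from cells that passed the filter, in a later Seurat version, while the study states that no data were excluded. Without the filter the suture cells together gave 6 clusters here. Single tissues were not clustered without it, so the cause of the difference in PF is not known.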

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

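Of the alternatives below, leaving out Rn45s, leaving out SAG plate 2, thinning reads other than Rn45s, drawing neighbours within plate 1 or within PF and COR, and putting Efnb2 in place of Efnb1 were chosen after seeing the data. Over all results and alternatives there were 1031 comparisons, of which 747 stayed within the spread between plates or the counting interval and 281 moved beyond it. The remaining 3 were changes of sign of a ratio whose 4 plate comparisons had one sign. Ratios whose plate comparisons went both ways changed sign in 34 of 102 comparisons and are counted by the size of their move. These were Ptpn11, tenocyte and Wnt response genes of PF to SAG, tenocyte and Wnt response genes of SAG to COR, and Ptpn11, chondrocyte, osteoblast, Wnt ligand, Wnt response and Wnt inhibitor genes of PF to COR. Single named genes made up 468 comparisons, with 168 moved and 0 changed in sign. Several alternatives moved no result on the sutures or on GP, apart from the exceptions given here. They were no cell filter, a pseudocount of 5 CPM, all reads thinned, no ribosomal protein and stress genes, and other seeds. Leaving out the cell whose labels disagree was another, compared for the correlations only. The pseudocount of 5 CPM was compared only for the skeletal lists, Ptpn11, the craniosynostosis medians and single named genes. Its effect on the Wnt, stress, hindlimb and cranial lists was not counted. The exceptions were single named genes and, with all reads thinned, the Ptprc shares of COR and GP cells, which fell to 0. Without a cell filter the suture cells also gave 6 clusters, against 5 with it, and this was counted as unmoved. Leaving out mitochondrial, ribosomal protein and stress genes removed 0 mitochondrial genes, as the tables hold none, and 102 ribosomal protein and 16 stress genes.

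No paired analysis was possible because plate numbers do not pair the groups, whose plates were separate, and because no result came from a test.

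Those 3 ratios were of Wnt ligands. With TMM factors the ratios were -0.17 for PF to SAG and 0.29 for SAG to COR, and SAG to COR was 0.0614 with Rn45s left out. Both alternatives undo the share of Rn45s by construction. The TMM factors also moved PF to SAG and SAG to COR to -4.45 and 5.14 for chondrocyte genes, -0.36 and 0.47 for Wnt response genes and -3.77 and 3.38 for stress genes. Hindlimb genes moved to -6.96 for SAG to GP and -6.96 for COR to GP, cranial genes to 6.41 for SAG to GP, and the craniosynostosis median of PF to SAG to 0.20. With Rn45s left out, the same suture pairs moved to -4.19 and 4.90 for chondrocyte, -0.10 and 0.24 for Wnt response and -3.51 and 3.15 for stress genes. Wnt ligands moved to 0.0899 for PF to SAG, hindlimb genes to -7.90 for SAG to GP and -7.90 for COR to GP, cranial genes to 6.41 for SAG to GP and the craniosynostosis median to 0.45.

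With SAG plate 2 left out, PF to SAG and SAG to COR moved to -4.26 and 4.96 for chondrocyte, 1.02 and -0.93 for osteoblast, 1.33 and -1.77 for fibroblast and -0.59 and 1.76 for tenocyte genes. They moved to -0.15 and 0.28 for Wnt response genes, 0.91 and -0.88 for Wnt inhibitors and -3.61 and 3.24 for stress genes, and SAG to COR moved to -2.20 for Wnt ligands. The SAG neighbour share was 74.2% (15.3% by cell numbers) and the median of genes per SAG cell 2795. The stricter cell filter left 0 cells of SAG plate 2, and its values were close to these. They were -4.34 and 5.02 for chondrocyte, 1.08 and -0.96 for osteoblast, 1.36 and -1.78 for fibroblast, -0.56 and 1.80 for tenocyte, -0.0377 and 0.28 for Wnt response, 1.02 and -0.92 for Wnt inhibitor and -3.61 and 3.23 for stress genes, and -2.18 for Wnt ligands of SAG to COR. The neighbour share of SAG was then 74.3% and its share of cells with a cranial gene 78.6%.

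With plate 1 cells only, the ratios of PF to SAG, PF to COR and SAG to COR moved to -4.93, -0.24 and 4.69 for chondrocyte, 1.32, -0.0426 and -1.36 for fibroblast and -0.46, 1.27 and 1.73 for tenocyte genes. Wnt ligands moved to -0.50 for PF to COR and -2.33 for SAG to COR, response genes to -0.23 for PF to SAG and -1.18 for PF to COR, and inhibitors to 0.76 for PF to SAG and -1.20 for PF to COR. Stress genes moved to -4.31 for PF to SAG and 3.97 for SAG to COR. Against GP, hindlimb genes moved to -7.79 for SAG and -7.79 for COR, and cranial genes to 6.35 for SAG. The craniosynostosis median was 0.51 for PF to SAG and 0.15 for PF to COR. Correlations fell to 0.717 for PF with COR, 0.609 for PF with GP and 0.619 for COR with GP, and neighbour shares to 43.8% in SAG and 40.6% in COR (36.7% and 18.99% by cell numbers). With plate 2 cells only, correlations were 0.261 for PF with SAG, 0.772 for PF with COR, 0.272 for SAG with COR, 0.718 for PF with GP and 0.267 for SAG with GP. The SAG neighbour share was 97.5%, and the share of PF cells with a hindlimb gene was 0. The cause of these moves between plates was not tested.

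With no gene filter, correlations rose to 0.836 for PF with SAG, 0.942 for PF with COR, 0.929 for PF with GP, 0.835 for SAG with GP and 0.942 for COR with GP, as genes near 0 in all groups were added. Thinning reads other than Rn45s in 6 draws gave SAG neighbour shares from 65.3% to 66.6%. Other alternatives moved few values. PF and COR cells alone gave 3 clusters. At a resolution of 0.5, SAG, COR and GP alone gave 1 cluster each, as a lower resolution joins clusters. The mean of each cell's CPM gave 1.31 for tenocyte genes of PF to COR, and the cause was not tested. With Efnb2 in place of Efnb1 the craniosynostosis median of PF to COR was 0.33, and 0.35 with Rn45s also left out, since Efnb1 itself held the middle place. The number of clusters lay between 4 and 6 over the alternatives with all sutures.

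Which genes were named depended on the rule. Of the 10 genes each of PF with SAG, PF with COR and SAG with COR, and the 6 each of PF, SAG and COR with GP, those kept were 9, 9, 8, 5, 4 and 6 with Rn45s left out, and 9, 10, 9, 6, 6 and 5 with TMM factors. The mean of each cell's CPM kept 9, 7, 8, 4, 6 and 4, no cell filter 8, 10, 8, 5, 6 and 6, and a pseudocount of 5 CPM 8, 8, 6, 5, 3 and 2. Without the detection filter 7, 1, 6, 2, 3 and 2 remained, because genes read in few cells were then ranked too. The ranking was not repeated with cells of 1 plate only, with the stricter filter or with SAG plate 2 left out, since SAG or all groups then lack a pair of plates. In the same settings a SAG ratio has no range of 4 plate comparisons.

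Depth limits what these counts can show. In PF, with a median of 312083 reads other than Rn45s per cell, and in SAG, with 184673, a share of cells with a read is a lower limit on the share expressing a gene. The SAG values are the least certain, since plate 2 holds 56 of the 86 SAG cells and has a median of 834 genes per cell at an equal number of reads other than Rn45s.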

Other observations

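In this part, the tests of Rn45s, of reads other than Rn45s, of SAG plate 2, of the split of SAG cells by plate and of choroid plexus genes were chosen only after the result was seen, and the others were written beforehand.

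SAG cells held chondrocyte genes above PF and COR and stood apart from both. Cells of the growth plate under a SAG label are argued against by the hindlimb genes, which were read in 0 of 86 SAG cells, against 75.6% of GP cells. A response to dissociation stays open. Without stress and ribosomal protein genes the SAG neighbour share was 88.7% and no neighbour share left its counting interval, so this decides nothing, and the stress list was higher in SAG than in PF and COR on all 4 plate comparisons. Whether unequal depth sets SAG cells apart is not settled by thinning all reads, which gave a share of 89.2%. This left a median of 13619.5 reads other than Rn45s in cells of SAG plate 2 and of 75506.5 and 75424 in PF and COR, and so did not make depth equal. For the chondrocyte list, plate 1 of PF and of COR argues against lower depth in SAG. Such reads had medians there of 125830 and 177880, against 188426 and 184232 on SAG plates 1 and 2. Log2 ratios of PF plate 1 to these SAG plates were -4.93 and -2.38. Those of the SAG plates to COR plate 1 were 4.69 and 2.14. Plate 2 of PF and of COR was deeper than SAG. A difference on 1 plate only is argued against by the lower SAG plate, which had 3316 CPM of chondrocyte genes, while the highest PF or COR plate had 1113. Rn45s in the totals lowers the CPM of other genes most on SAG plate 2, the lower plate, and so cannot raise it above PF and COR. Leaving Rn45s out had to widen the gap, to 25046 CPM on that plate and 1500.3 on the highest PF or COR plate. This outcome was fixed beforehand and tests nothing further. A difference between the sutures in the cells that carry the sorted proteins stays open as a hypothesis, and so do the animals and the dissection, none of which the design separates from the plates. Cartilage cells from near the suture, taken along in the dissection, may be another source, which was not tested.

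SAG cells also had a higher neighbour share than PF and COR cells, above the share by cell numbers by 53.2 percentage points in SAG, 29.7 in COR and 25.04 in PF. At an equal number of reads other than Rn45s the SAG share was 65.6%, above that by cell numbers by 29.7 points, against 31.1 in COR and 21.4 in PF. The excess of SAG was below that of COR in 5 of 6 draws and above that of PF in 6 of 6. Few such reads per SAG cell may thus account for the excess of SAG over COR, and for part of that over PF. Whether the excess belongs to SAG plate 2 cannot be told apart from a property of the suture. With that plate left out the SAG share was 74.2%, and shares lay above those by cell numbers by 58.9 points in SAG, 20.1 in COR and 15.1 in PF. Among plate 1 cells only the SAG share was 43.8%, and these values were 7.12, 21.6 and 18.96. The settings differ in the PF and COR plates they include, and COR has 16 plate 1 cells, fewer than the 20 neighbours drawn.

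SAG cells split by plate. A difference in reads other than Rn45s between the plates is argued against by their medians per cell, which were 188426 on plate 1 and 184232 on plate 2. At an equal number of such reads, 100% of the SAG neighbours of SAG plate 1 cells still came from their own plate, where cell numbers would give 30.4%. For SAG plate 2 cells the share was then 70.8%, near the 68.4% that cell numbers would give, and the cause of its fall from 99.7% was not tested. Cells of SAG plate 2 also held reads of few genes. At an equal number of reads other than Rn45s they had a median of 834 genes and those of SAG plate 1 had 2869, which argues against depth as the cause. Less intact RNA or a difference in library preparation on that plate could give this, and so could a different set of cells or animals, and none of these was tested. The sex genes also differed between the SAG plates, with Xist read in 20% and 50% of cells on plates 1 and 2 and a Y gene in 53.3% and 10.7%, so the plates may not hold the same animals in the same shares.

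GP correlated with PF and COR more than SAG did, at 0.759 and 0.810 against 0.575 and 0.582. Suture cells under a GP label are argued against by the hindlimb genes, read in 75.6% of GP cells and at most 1.15% of cells of a suture. Plate for plate, the low correlation of SAG lay on its plate 2, which gave 0.249 and 0.258 with the plates of PF and 0.215 and 0.266 with those of COR. SAG plate 1 gave at least 0.674 with a PF plate and 0.695 with a COR plate, within the 0.648 to 0.720 and 0.660 to 0.790 of the GP plates. A difference confined to SAG plate 2 may thus account for the low correlation. Whether SAG plate 1 on its own is less like PF and COR than GP is stays open. Over the genes that pass when SAG plate 2 is left out, it gave 0.651 and 0.654 with the plates of PF, where GP plates gave 0.656 to 0.734. With plate 1 cells only, PF with SAG was 0.627 and PF with GP 0.609.

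Ttr took over 1% of the reads other than Rn45s in 7 wells, 2 of PF and 5 of SAG, and 25.2% in the highest. The list of 8 choroid plexus genes, without Ttr itself, was written after this was seen. In 6 of the 7 wells at least 2 of these genes had a read, as in 13 of the 318 other wells (4.09%). Reads from choroid plexus cells, or RNA released by them during dissection of the skull, are a candidate source. No GP cell had a read of Ttr, which allows up to 3.85%, and 1 COR cell had one, at 0.00987% of its reads other than Rn45s. Of the 8 genes, Aqp1 and Sostdc1 are also read in tibial cells, in 44.9% and 23.1% of GP cells. The summed list had 210 CPM in PF, 31.9 in SAG (162 with Rn45s left out), 180 in COR and 283 in GP. In COR and GP these 2 genes gave most of it, with 158 and 157 CPM of Aqp1 and 22.1 and 123 CPM of Sostdc1. The wells were chosen by their Ttr share, and no biological explanation was tested.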
